A study of Mus musculus with 4 samples. Its data were reported in "Multiomic analysis of cohesin reveals that ZBTB transcription factors contribute to chromatin interactions" (2023).

How the data were processed

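RNA-seq was measured in 4 libraries of ZBTB21-degron mouse embryonic stem cells, 2 untreated and 2 after degron induction for 24 h. RNA was extracted with TRIzol. The labels describe poly(A) libraries and the study's text total RNA-seq, so values of RNAs without a poly(A) tail are uncertain. The labels and the study's methods also name different library kits, and neither states that strand was kept. The deposited values are raw counts per gene, which the authors made by trimming reads with cutadapt 2.6, mapping them to mm10 with STAR 2.7.6a and counting with featureCounts 1.6.3 on GENCODE release 25 genes, as given in the submitters' processing notes and the study's methods. The authors kept primary alignments and removed PCR duplicates before counting. Removal of duplicates can lower the counts of very abundant or short genes, where separate molecules share positions. The strand setting of the counting was not given in the sources used here, so values of genes with an overlapping partner on the other strand are uncertain, and near-identical genes such as the Zscan4 family can share or lose reads.

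Each column was matched to a sample by condition and replicate number, and 0 columns of per-sample values were left over. Of 55401 gene IDs, 55141 matched GENCODE release 21 (GRCm38) when versions were ignored, 54349 of them with the same version, and 260 did not match. Symbols, biotypes, coordinates, exonic length and GC content were taken from that release, which is older than the one the authors counted on. Library totals ranged from 8344408 to 10604451 counts.

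The test, the alternatives, the gene lists and the rule for naming genes were fixed before the data were examined, except that the ATF4, glycolysis and hypoxia lists were written after 4 entries of the study's own table of these libraries had been seen, and that 6 lists and 3 DESeq2 fits were added after seeing the data. Counts were tested in R 4.3.3 with edgeR 4.0.16 (filterByExpr, TMM, a design of group alone, quasi-likelihood F test), with Benjamini-Hochberg adjustment over 13916 genes and a threshold of 0.05. CPM values use TMM-scaled library sizes, except the sums of cell type markers, which use unscaled library totals. The SE of a log2 fold change was computed as its size divided by the square root of F. With 2 libraries against 2, an exact permutation test of a single value cannot give a two-sided p below 0.333, so significance rests on the model, which shares the spread across genes. Lists with at least 5 tested members were tested with camera in limma 3.58.1 on log2 CPM (prior count 2, preset correlation 0.01). The p-values were adjusted over 37 lists, and the lists were tested again with an estimated correlation and with fry. With an estimated correlation, camera takes its degrees of freedom from the libraries, which are few here. A call lost in that setting therefore does not show that correlation between genes caused it. The mean and median of a list are log2 fold changes. Chromosome medians were compared by shuffling gene labels 100000 times.

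The genes named were Zbtb21; the 12 largest rises and 12 largest falls among protein-coding genes that were called, reached 10 CPM in the higher group and had both libraries of one group above both of the other, the 5 called genes with the smallest p on each side, and the 5 most abundant genes. Between 0 and 4 members per list were also named, in order of p from the smallest, with every called member of the lists of SMC complexes, looping factors and the study's example loci. Genes named outside this rule were chosen after their values were seen.

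Alternatives were DESeq2 1.42.0 with its own size factors, limma-voom, other scalings in edgeR, no or a stricter low-count filter (1 CPM in both group means), the replicate block, each library left out, protein-coding genes without mitochondrial genes, a 1.5-fold minimum (glmTreat), and removal of the trend of each library on exonic length or GC content (a spline with 5 degrees of freedom). With a group reduced to 1 library, its spread was assumed to be like that of the other group. DESeq2 gave no adjusted p to 13513 of 26808 genes with a count, and these were left as such. The edgeR procedure was tested on simulated counts for 13916 genes, of which 50 were changed at each fold size. It recovered 26% of 1.2-fold, 68% of 1.5-fold, 82% of 2-fold and 96% of 4-fold changes, with 4.23% of calls false. The counts were drawn with edgeR's own dispersions, so this share cannot show whether those dispersions are right. Far fewer genes were changed than the 43.8% of tested genes called in the data, so these rates may not carry over.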

Results

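RNA was sequenced, from poly(A) libraries by the sample labels, from mouse embryonic stem cells in which ZBTB21, a zinc finger transcription factor of the BTB domain family, carries a degron, a tag that leads to destruction of the protein once the auxin IAA is added. The cells were grown with LIF and with inhibitors of GSK3 and MEK. Untreated cells (2 libraries) were compared with degron cells (2 libraries), which received doxycycline at 1 µg/ml for 24 h and then IAA at 500 µM for 24 h. The counts summed to 10604451 and 9431642 in the untreated libraries and to 9055498 and 8344408 in the degron libraries. The 2 libraries of a group correlated across genes with Pearson's r of 0.994 in both groups, and libraries of different groups with r of 0.976 to 0.977. Genes are not independent replicates. Averaged over genes, replicate libraries differed by more than sampling noise, which gives a chi-square per gene of about 1. It was 2.1 in the untreated pair and 1.6 in the degron pair, against 17.1 to 18.0 between groups. This excess was small and not seen in every gene. The common biological coefficient of variation in edgeR, a spread beyond sampling noise, was 3.31%. DESeq2's own dispersion estimates per gene had a median of 1e-08 in each range of mean count up to 3000, and of 0.00101 above it. The labels do not say whether replicates came from separate cultures, so p-values measure only the spread between these libraries, which may be technical.

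The mRNA of the targeted gene was examined first. Zbtb21 (ENSMUSG00000046962.16, chromosome 16, 97943357 to 97962622, minus strand, mm10) rose from 59.3 ± 3.41 CPM to 131 ± 2.51 CPM (SD, n = 2), a log2 fold change of 1.14 ± 0.06 (SE, edgeR adjusted p = 2.66e-26). It had 652 and 525 counts in the untreated libraries and 1188 and 1115 counts in the degron libraries. The degron acts on the protein, so this mRNA does not check the labels. The exons of Zbtb21 share 86 of 6335 bases with C2cd2 on the same strand, and C2cd2, at 20.5 CPM in degron cells, had a log2 fold change of 0.44 ± 0.13 (SE, edgeR adjusted p = 0.00311). No library with the additions and intact ZBTB21 was analysed here, and the labels do not say whether untreated cells received doxycycline.

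**Figure D1:**
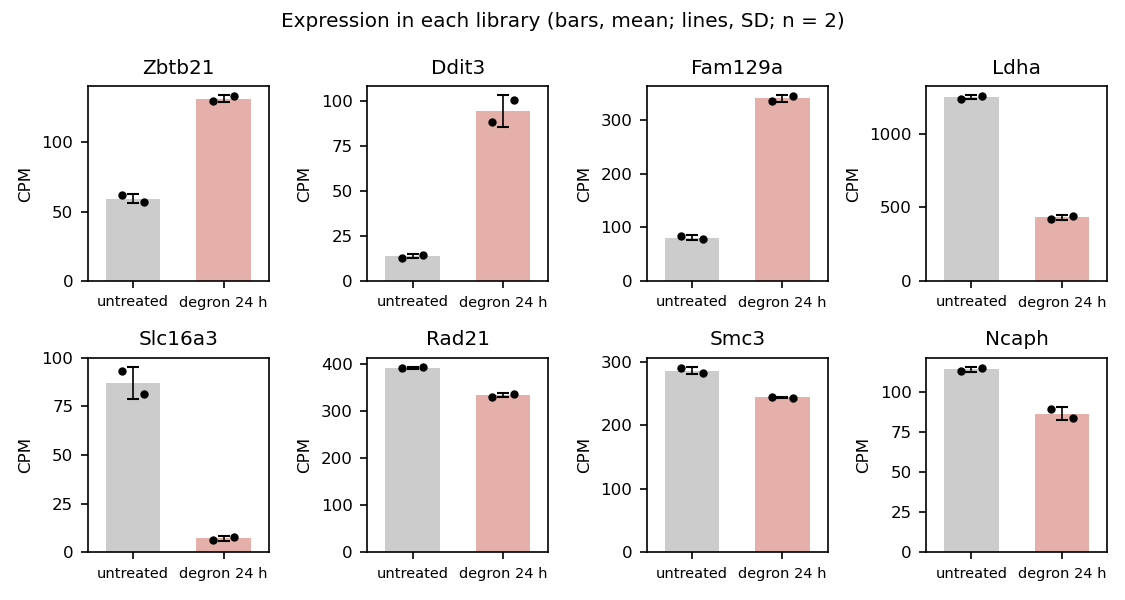
CPM (y axis, from 0) of 8 genes in each library, with group means as bars, the SD as lines and the 2 libraries of a group as points. Both degron libraries lie above both untreated libraries for Zbtb21, Ddit3 and Fam129a, and below them for Ldha, Slc16a3, Rad21, Smc3 and Ncaph.

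The central comparison asked how RNA levels changed after ZBTB21 depletion. Of 33 tested ATF4 target genes 29 rose and 0 fell, and of 21 glycolysis genes 15 fell and 2 rose (camera adjusted p = 1.6e-28 and 5.31e-18, and adjusted p = 0.453 for each list with an estimated correlation). Ddit3 (chromosome 10, 127290774 to 127296288), which encodes the stress transcription factor CHOP, rose from 13.7 ± 1.02 to 94.5 ± 8.78 CPM, and Trib3, a pseudokinase induced by ATF4, rose from 43.3 ± 4.85 to 199 ± 23.8 CPM (SD, n = 2). Slc16a3 (chromosome 11, 120948480 to 120960868), a lactate transporter, fell from 87.0 ± 8.26 to 7.22 ± 1.11 CPM, and Ldha (chromosome 7, 46841475 to 46855627), lactate dehydrogenase A, fell from 1247 ± 12.9 to 431 ± 17.4 CPM. Of 13916 genes tested with edgeR's quasi-likelihood test, 3087 were higher and 3006 lower in degron cells at a Benjamini-Hochberg adjusted p under 0.05, and 331 and 395 of these changed at least 2-fold. TMM scaling sets the center of the fold changes and no spike-in was used, so the near-equal split cannot show or exclude a global shift. With library sizes alone, edgeR called 3425 genes higher and 2644 lower. The number of calls depended on the tool. DESeq2, the tool of the study, called 1440 genes higher and 1484 lower at the same threshold, 193 and 171 of them at least 2-fold, and 2922 of its 2924 calls were among the edgeR calls with the same sign. Against a 1.5-fold minimum (glmTreat), 287 genes were higher and 239 lower. Most calls were small, and 60.9% had a log2 fold change between -0.5 and 0.5. Both libraries of one group lay above both of the other for 6061 of the 6093 called genes. Over all tested genes this share was 70.6%, and chance gives 33.3%. The genes were called from these same libraries, so the separation among them is no further support. A difference between the pairs of libraries from any source would also raise the share over all genes.

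**Figure D2:**
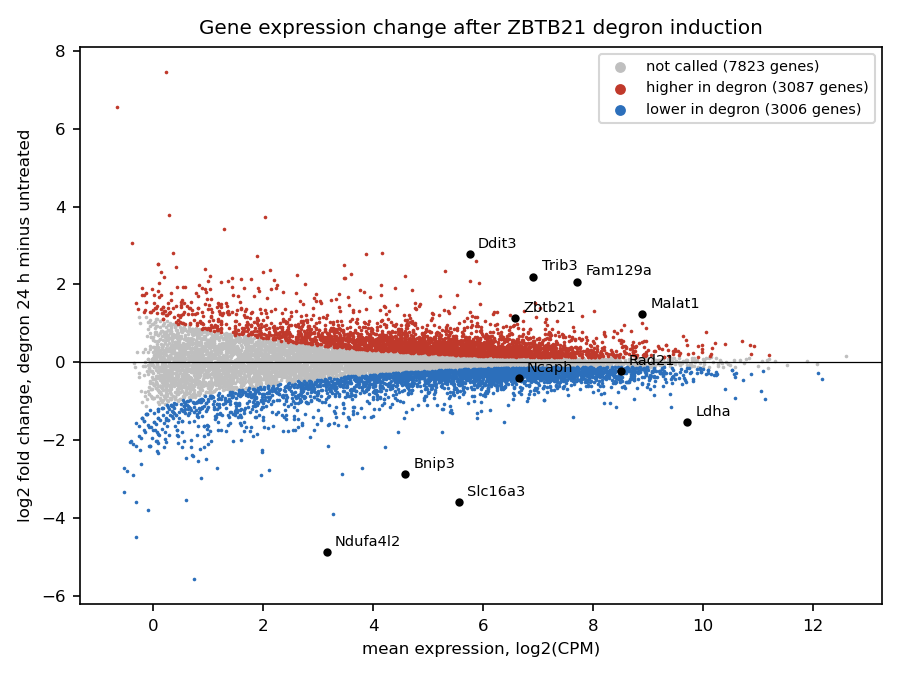
Log2 fold change between degron and untreated cells (y axis) against mean expression in log2(CPM) (x axis), 1 point per tested gene. Red points are the 3087 genes called higher, blue points the 3006 called lower and gray points genes not called by edgeR, and black points are the labeled genes.

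The 12 protein-coding genes with the largest rise among those at 10 CPM or more were Serpinf1, Ddit3, Acot2, Ubap1l, Cemip, Sult4a1, Trim66, Duox1, Cebpb, Trib3, Atf3 and Ciart, with log2 fold changes from 2.80 for Serpinf1 to 2.16 for Ciart. Cebpb, a bZIP transcription factor, had 8.50 ± 3.46 CPM in untreated and 39.3 ± 3.16 CPM in degron cells (SD, n = 2). The strand setting of the counting was not given in the sources used here, so values of genes with exons that overlap those of a gene on the opposite strand are uncertain. Among the genes above these are Cebpb (312 bases, with Tmem189), Ddit3 (68 bases, with Mars), Bnip3 (504 bases), Otx2 (154 bases, with Otx2os1), Aire (67 bases, with Dnmt3l) and Ndufa4l2 (32 bases, with Shmt2). Acot2 has a close paralog, so its value is uncertain too. The 12 largest falls were those of Ndufa4l2, Aire, Slc16a3, Igfbp4, Bnip3, A2m, Ndrg2, Crabp1, Otx2, Pkp2, Aldoc and Pla2g16. Ndufa4l2, a mitochondrial protein induced in hypoxia, fell from 17.2 ± 0.428 to 0.576 ± 0.198 CPM, a log2 fold change of -4.88 ± 0.28 (SE, edgeR adjusted p = 1.68e-25). Aire, a transcriptional regulator known from the thymus, had a log2 fold change of -3.91 ± 0.24 (SE, edgeR adjusted p = 4.65e-24), and Bnip3, a mitophagy receptor, one of -2.88 ± 0.14 (SE, edgeR adjusted p = 6.78e-30). The smallest p-values among rises were those of Fam129a, Trib3, Ddit3, Ubap1l and Map1lc3a, and among falls those of Slc16a3, Ldha, Pfkl, Uqcrh and Bnip3. Of the 5 most abundant genes, mt-Co1 fell with a log2 fold change of -0.43 and Hsp90ab1 with one of -0.27, whereas Eef1a1, Hsp90aa1 and Eef2 were not called by edgeR (0.15, -0.05 and 0.04). The Hsp90ab1 call was lost without degron replicate 1 (adjusted p = 0.0712) and without degron replicate 2 (adjusted p = 0.0620). Eef1a1 was called higher by DESeq2 (adjusted p = 0.0299), by limma-voom (adjusted p = 0.0121) and by edgeR without untreated replicate 2 (adjusted p = 0.00394), with library sizes alone (adjusted p = 0.00476), without the low-count filter (adjusted p = 0.00076) and with the length trend removed (adjusted p = 0.00768).

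ATF4 is the transcription factor of the integrated stress response. Of 33 tested genes in the list of its targets, 29 rose and 0 fell, also 29 and 0 adjusted over the list alone, with a median log2 fold change of 0.69 (camera adjusted p = 1.6e-28, and adjusted p = 0.453 with an estimated correlation). Fam129a, also named Niban1 (chromosome 1, 151571186 to 151721939), rose from 80.8 ± 4.36 to 340 ± 5.93 CPM (SD, n = 2). Chac1, which degrades glutathione, rose with a log2 fold change of 2.08, and Pck2, mitochondrial phosphoenolpyruvate carboxykinase, rose from 135 ± 10.8 to 310 ± 7.06 CPM (SD, n = 2). A list of endoplasmic reticulum chaperones and other unfolded protein response genes, such as Herpud1, Xbp1 and Edem1, was split. Of its 15 genes 4 were higher and 7 lower, 4 and 8 adjusted over the list alone (camera adjusted p = 0.115). This list was called without untreated replicate 1 (adjusted p = 0.0466) and by the test on DESeq2 values (adjusted p = 0.00327), and fry, which does not compare a list with other genes, also called it (adjusted p = 0.0250). Herpud1 rose with a log2 fold change of 1.31, and Dnajc3 with one of 0.94, whereas Hsp90b1 and Pdia6 fell with log2 fold changes of -0.83 and -0.77.

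Glycolysis genes fell in 15 of 21 cases and rose in 2, or in 16 and 2 cases adjusted over the list alone, with a median log2 fold change of -0.69 (camera adjusted p = 5.31e-18, and adjusted p = 0.453 with an estimated correlation). Pfkl, a phosphofructokinase subunit, fell from 288 ± 3.77 to 108 ± 1.28 CPM (SD, n = 2), and Tpi1 and Pgk1 had log2 fold changes of -1.15 and -1.16. The 2 members that rose were Pfkfb4 and the glucose transporter gene Slc2a3, with log2 fold changes of 0.59 and 0.15. Of 20 HIF target genes outside glycolysis, 15 fell and 3 rose, also 15 and 3 adjusted over the list alone, with a median log2 fold change of -0.73 (camera adjusted p = 7.20e-07, and adjusted p = 0.453 with an estimated correlation). Pdk1 and Fam162a had log2 fold changes of -1.31 and -1.11, and Fam162a shares 168 exonic bases with Wdr5b on the opposite strand, so its value is uncertain. The 3 members that rose were Vegfa (0.78), Ddit4 (0.52) and Ero1l (0.21). These ATF4, glycolysis and hypoxia lists were written after 4 rows of the study's own table of these libraries (Ldha, Pgk1, Slc16a3 and Fam129a) had been seen, so they are not independent evidence of direction. Without those 4 genes 28 of 32 ATF4 targets rose and 0 fell, and 12 of 18 glycolysis genes fell and 2 rose (camera adjusted p = 1.96e-26 and 4.73e-12, and adjusted p = 0.453 for each with an estimated correlation). The hypoxia list holds none of the 4.

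**Figure D3:**
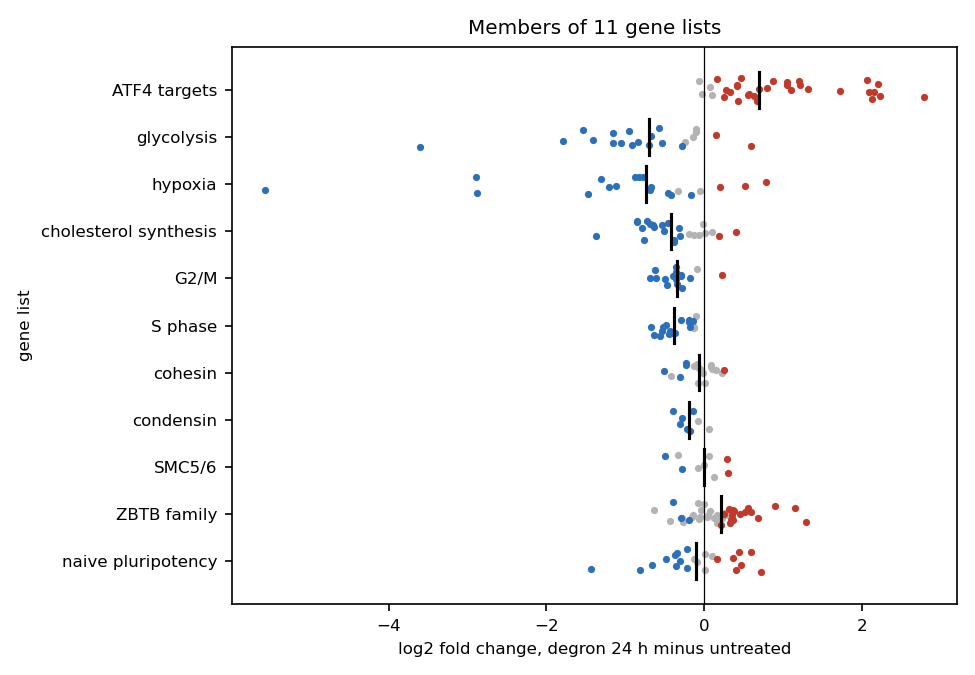
Log2 fold change between degron and untreated cells (x axis) of the tested members of 11 gene lists (y axis). Points are genes, red if called higher, blue if called lower and gray if not called by edgeR, shifted vertically at random, and black lines are list medians: 0.69 for ATF4 targets, -0.69 for glycolysis and -0.73 for hypoxia.

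The study also asked whether genes of the SMC complexes changed. Of 18 tested cohesin genes, including loaders, releasers and Ctcf, 1 rose and 4 fell, also 1 and 4 adjusted over the list alone (median log2 fold change -0.07, camera adjusted p = 0.407). Rad21, at 334 ± 4.56 CPM in degron cells, fell with a log2 fold change of -0.23 ± 0.05 (SE), and Smc3 fell from 286 ± 5.97 to 244 ± 0.945 CPM (SD, n = 2). Esco2, a cohesin acetyltransferase, fell with a log2 fold change of -0.51 and Stag3 with one of -0.30, whereas Stag1 rose with one of 0.25. The values of Smc1a, Nipbl, Wapl and Ctcf, which were not called, were -0.08, 0.08, 0.08 and -0.05. Of 8 condensin subunits 6 fell and 0 rose, also 6 and 0 adjusted over the list alone (median -0.20, camera adjusted p = 0.0204, and adjusted p = 0.453 with an estimated correlation). They were Ncaph (-0.40), Ncapd2 (-0.28), Ncapg2 (-0.30), Ncaph2 (-0.21), Ncapg (-0.18) and Ncapd3 (-0.14), and DESeq2 called 4 of the condensin genes but not Ncapg (adjusted p = 0.133) or Ncapd3 (adjusted p = 0.312). The call of the condensin list was lost without degron replicate 1 (adjusted p = 0.0645) and without degron replicate 2 (adjusted p = 0.0699). In the SMC5/6 complex 2 of 9 genes rose, Slf2 (0.30) and Slf1 (0.30), and 2 fell, Nsmce4a (-0.50) and Smc5 (-0.28), with the same counts adjusted over the list alone (camera adjusted p = 0.725), and DESeq2 did not call Slf1 (adjusted p = 0.275). No called gene of the SMC complexes passed the test against a 1.5-fold minimum. The largest change among them was 1.42-fold, for Esco2, so that test could not call them and adds nothing beyond these sizes. Without degron replicate 1 the calls of Stag1, Ncaph2, Ncapg, Ncapd3 and Slf1 were lost (edgeR adjusted p = 0.0585, 0.0904, 0.0842, 0.367 and 0.202), and without degron replicate 2 those of Stag3, Ncapg and Ncapd3 (0.0607, 0.0676 and 0.0861). Ncapd3 and Slf1 also lost theirs without untreated replicate 1 (0.200 and 0.114), and Ncapg without untreated replicate 2 (0.0726). Ncapd3 was also not called with library sizes alone (0.121) or without the low-count filter (0.120). Ncaph2 and Ncapg overlap genes on the opposite strand, Sco2 by 829 and Lcorl by 944 exonic bases, so their values are uncertain.

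Other transcription factors of the ZBTB family rose more often than they fell. Of 42 tested members 18 rose and 3 fell, also 18 and 3 adjusted over the list alone (median 0.21, camera adjusted p = 0.00659, and adjusted p = 0.482 with an estimated correlation), and DESeq2 called 9 higher and 0 lower. Zbtb18, Zbtb10 and Zbtb38 had log2 fold changes of 1.29, 0.56 and 0.68. Among 6 transcription factors tied to chromatin looping, Bhlhe40 (-1.29) and Zfp143 (-0.53) fell and Adnp (0.33) rose, with the same counts adjusted over the list alone (camera adjusted p = 0.252). This list was called lower by fry (adjusted p = 0.0250). Adnp shares 4393 of 5350 exonic bases with Gm20716 on the same strand, which makes its value uncertain, and the Adnp call was lost without untreated replicate 2 (adjusted p = 0.0799) and without degron replicate 2 (adjusted p = 0.166), and was not made by DESeq2 (adjusted p = 0.268). In a list of 5 loci bound by ZBTB21, Mmab (0.46) and Man1b1 (0.27) rose and Lsm4 (-0.48) fell. Adjusted over the list alone 3 rose and 2 fell (camera adjusted p = 0.820). These loci were picked by the study as examples, so the count adjusted over the list alone is not independent evidence.

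Lists of cell cycle and sterol genes were also tested. In the G2/M list 16 of 18 genes fell and 1 rose (median -0.35, camera adjusted p = 1.20e-09, and adjusted p = 0.453 with an estimated correlation), with Plk1, Cdk1 and Bub1b at log2 fold changes of -0.68, -0.62 and -0.60. In the DNA replication list 15 of 18 fell and 0 rose (median -0.38, camera adjusted p = 4.21e-09, and adjusted p = 0.453 with an estimated correlation), with Rrm2, Mcm6 and Pcna at -0.67, -0.63 and -0.52. Of 24 genes of cholesterol synthesis 16 fell and 2 rose (median -0.42, camera adjusted p = 9.63e-08, and adjusted p = 0.453 with an estimated correlation), with Insig1, Dhcr7 and Mvd at -0.72, -0.79 and -0.86. Adjusted over the list alone, 16, 17 and 17 genes fell in these lists and 1, 0 and 2 rose.

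Pluripotency genes moved both ways. Of 22 naive and general factors 7 rose and 10 fell, 7 and 11 adjusted over the list alone (median -0.11, camera adjusted p = 0.368). Klf4 and Klf5 rose with log2 fold changes of 0.72 and 0.59, and Utf1 and Lin28a fell with -1.43 and -0.81. In the formative list 3 of 10 genes fell, Otx2 (-1.92), Zic5 (-0.75) and Dnmt3b (-0.38), and Foxd3 (0.62) rose, with the same counts adjusted over the list alone (camera adjusted p = 0.146). Without the low-count filter this list was called by camera (adjusted p = 0.0372), and fry called it lower with the filter (adjusted p = 0.0228). Markers of other cell types were given as levels. The 14 fibroblast markers summed to 21.5 and 23.6 CPM in the untreated and 21.1 and 22.1 CPM in the degron libraries. The 15 primitive endoderm markers summed to 1517 and 1456 CPM in the untreated and 1918 and 1903 CPM in the degron libraries, and within this list Lamc1 (0.43), the most abundant member, Sparc (0.28), Lama1 (0.37) and Gata4 (0.59) rose and Col4a1 (-0.76) and Lamb1 (-0.49) fell. The 12 neural markers summed to 192 and 186 CPM against 157 and 158 CPM, and the 11 trophoblast markers to 143 and 138 CPM against 141 and 143 CPM. Of 4 tested mesendoderm markers 0 were called by edgeR, with log2 fold changes of -0.67 for Gsc, 1.16 for Sox17, 0.98 for Kdr and -0.12 for Eomes, and the list was too short for a list test. DESeq2 gave no adjusted p to Sox17 and Kdr and did not call Gsc or Eomes. In edgeR, Gsc was called lower without untreated replicate 2 (adjusted p = 0.0296), with RLE or upper quartile scaling (adjusted p = 0.0470 and 0.0471), with protein-coding genes alone (adjusted p = 0.0451) and with the GC trend removed (adjusted p = 0.0173), and limma-voom called Sox17 higher (adjusted p = 0.0479).

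Library composition and chromosomes were also compared. Mitochondrial genes held 1.19% and 1.30% of counts in the untreated and 1.36% and 1.38% in the degron libraries, and the 10 most abundant genes held 3.49% to 3.81%. Replication-dependent histone genes held 0.00349% and 0.00448% in the untreated and 0.00272% and 0.00253% in the degron libraries, and 21476 to 22580 genes had at least 1 count per library. The median log2 fold change per chromosome lay between -0.02 on chromosome 12 and 0.06 on chromosome 16. The lowest two-sided permutation p, from 100000 shuffles of gene labels over 20 chromosomes, was 0.0336 for chromosome 16, with an adjusted p = 0.672. Genes are not replicates, so these are descriptions.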

Values the study reported

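The study reported that 473 genes differentially expressed in sequencing of chromatin-associated RNA after ZBTB21 depletion had ZBTB21 binding, a larger number than RNA-seq gave. It also described a global activation of transcription after ZBTB21 depletion, from ChIP-seq of RNA polymerase II and from the chromatin-associated RNA. Counts of that RNA were scaled to spike-in reads, unlike the counts tested here. The study called differential genes with DESeq2 at an FDR threshold of 0.05. It described most subunits of cohesin, condensin and SMC5/6 as not changed in expression, and some as higher without reaching its threshold. The legend of the matching plot names ChIP-seq and not RNA-seq, so this may refer to the chromatin-associated RNA, which was collected after IAA for 6 h.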

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

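The 3 further DESeq2 fits, 2 with another dispersion setting and 1 on other genes, were chosen after seeing the data, and all other settings were planned. The direction of the Zbtb21 change and its call held under all 19 settings, with log2 fold changes of at least 1.09. DESeq2 called 2924 genes (1440 higher and 1484 lower, 193 and 171 of them at least 2-fold), against 3754 (1890 and 1864, with 224 lower at least 2-fold) with a local dispersion trend, 2431 (1218 and 1213, with 217 lower at least 2-fold) with one mean dispersion, and 3314 (1601 and 1713, 209 and 204 of them at least 2-fold) on the genes that pass edgeR's filter. The fits differ in the spread they assign. For 3996 genes with a mean count of 300 to 1000, the median final dispersion in DESeq2 was 0.00562. The median trended dispersion in edgeR was 0.000856, which is not the same quantity. The median SE of a log2 fold change in these genes was 0.125 in DESeq2 and 0.0728 in edgeR. Of these genes, 94.2% had their own DESeq2 estimate below DESeq2's trend. Which dispersion is closer to that of independent cultures was not tested. The 1.5-fold minimum left 526 genes (287 and 239, 198 and 184 of them at least 2-fold), as its construction implies, and the stricter low-count filter left 226 higher and 242 lower at least 2-fold. That filter needs 1 CPM in both group means, so a gene whose own change takes it below 1 CPM is removed. limma-voom called 6061 genes, 6010 of them shared with edgeR. Without 1 library, 4524 to 5565 genes were called, and 71.4% to 83.3% of the calls from all libraries were among them, 1 of these with the opposite sign without untreated replicate 1. The replicate block gave 6645 genes, of which 6086 were shared with the fit without it. Deviations of same-numbered libraries correlated with r of 0.0439 across all tested genes and 0.128 across the 9488 genes over 10 CPM, and with only a pair per group and no label on shared batches the numbers were not taken as pairs. Under the replicate block the 2-cell-like and Wnt lists lost their calls (adjusted p = 0.186 and 0.0559), and the list of endoplasmic reticulum and unfolded protein response genes (adjusted p = 0.00533) and 5 named genes, among them Eef1a1, gained one. Of 37 lists, 17 were called by camera with the preset correlation and 0 with an estimated one, where 3 had an unadjusted p under 0.05, and fry called 21. Without 1 library 13 to 16 were called. The list tests were not run for glmTreat. With an estimated correlation, camera has few degrees of freedom, which come from the libraries, so it had little power to call a list. The mRNA processing list lost its call there (camera adjusted p = 0.453). Its estimated correlation of 0.0045 lay below the preset 0.01, so the loss was not due to a higher correlation. The largest deviation of a chromosome's median from that of all genes was 0.0448 (chromosome 16). It ranged from -0.0425 (chromosome 12, without untreated replicate 2) to 0.0543 without 1 library. It was -0.0355 (chromosome 12) for protein-coding genes and 0.0393 (chromosome 19) with the length trend removed. Where the chromosome changed, another one then deviated most. Counts of 8344408 to 10604451 per library limit low genes, and the median SE of a log2 fold change was 0.383 at a mean count up to 30.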

Other observations

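The lists of lysosomal, clock, one-carbon, autophagy, mitochondrial stress and nuclear RNA genes, the test of other nuclear RNAs and the question of doxycycline and IAA were chosen only after the result was seen. Lysosomal genes rose in degron cells in 22 of 27 cases and fell in 0 (median log2 fold change 0.42, camera adjusted p = 2.33e-11, and adjusted p = 0.167 with an estimated correlation). Hexa and Ctsa had log2 fold changes of 1.07 and 0.85. Of 13 clock genes 7 rose and 1 fell (camera adjusted p = 0.00390, and adjusted p = 0.245 with an estimated correlation), with Ciart, Cry2 and Cry1 at 2.16, 0.89 and 0.75 and Bhlhe40 at -1.29. Of 10 genes of mitochondrial one-carbon and proline metabolism 6 rose and 0 fell (camera adjusted p = 5.75e-06, and adjusted p = 0.249 with an estimated correlation). The ATF4 list holds 8 of these 10 genes, and the others had log2 fold changes of 1.91 for Aldh1l2, which rose, and 0.07 for Mthfd1l, which was not called. Of 23 autophagy genes 8 rose and 3 fell (camera adjusted p = 0.0191, and adjusted p = 0.259 with an estimated correlation), with Map1lc3a at 2.05, and of 12 mitochondrial stress genes 4 rose and 4 fell (camera adjusted p = 0.987).

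Of 30 listed nuclear genes of the respiratory chain 16 fell and 1 rose (camera adjusted p = 0.000437, and adjusted p = 0.676 with an estimated correlation), with Sdhd at -0.97. DESeq2 called 9 of these genes lower, while fry did not call the list (adjusted p = 0.0987). Of 12 mitochondrially encoded genes 6 rose and 2 fell (camera adjusted p = 0.0457, and adjusted p = 0.676 with an estimated correlation), with mt-Nd2 at 0.78 and mt-Co1 at -0.43. That call was lost without untreated replicate 1, degron replicate 1 or degron replicate 2 (adjusted p = 0.202, 0.114 and 0.0909), with RLE scaling (0.0527), with the stricter low-count filter (0.0936), with the GC trend removed (0.103) and by fry (0.151). Mitochondrial ribosomal proteins fell in 11 of 27 cases and rose in 3 (camera adjusted p = 0.0182, and adjusted p = 0.676 with an estimated correlation), a call lost without untreated replicate 2 (adjusted p = 0.158), without degron replicate 1 (adjusted p = 0.0836) and by fry (adjusted p = 0.142), and DESeq2 called 7 of them lower. Ribosome biogenesis factors fell in 18 of 31 cases and rose in 1 (camera adjusted p = 3.41e-05, and adjusted p = 0.482 with an estimated correlation), with Nop10 at -1.10. mRNA processing factors fell in 13 of 32 cases and rose in 2 (camera adjusted p = 0.00480, and adjusted p = 0.453 with an estimated correlation), with Sf3b3 among those that fell. Histone modifying enzymes rose in 18 of 34 cases and fell in 6 (camera adjusted p = 0.0189, and adjusted p = 0.482 with an estimated correlation), with Kdm6b at 0.95. With the length trend removed this call was lost (adjusted p = 0.253), and DESeq2 called 10 higher and 3 lower.

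Imprinted genes rose in 9 of 19 cases and fell in 2 (camera adjusted p = 0.00210, and adjusted p = 0.453 with an estimated correlation), with Meg3 at 0.81, and the call was lost with protein-coding genes alone (adjusted p = 0.122). Wnt targets rose in 4 of 7 cases and fell in 1 (camera adjusted p = 0.0419, and adjusted p = 0.482 with an estimated correlation), with Cdx1 and Sp5 among those that rose (1.90 for Sp5), a call lost without untreated replicate 1 (adjusted p = 0.0560), without degron replicate 1 (adjusted p = 0.0555), with library sizes alone (adjusted p = 0.0515) and with protein-coding genes alone (adjusted p = 0.0631). Genes of the 2-cell-like state fell in 5 of 6 cases and rose in 0 (camera adjusted p = 0.0419, and adjusted p = 0.482 with an estimated correlation). These 5 are Zscan4 copies, which can share reads and are uncertain, at 0.343 to 1.26 CPM in degron cells, and DESeq2 called 0 of them but gave no adjusted p to Zscan4d, Zscan4e and Zscan4f. That list lost its call without untreated replicate 1, untreated replicate 2 or degron replicate 2 (adjusted p = 0.130, 0.248 and 0.0688). It was also lost with RLE (0.0527) or upper quartile scaling (0.0549), with protein-coding genes alone (0.0673), with the length (0.0744) or GC trend (0.0667) removed and on DESeq2 values (0.161). The lists that camera did not call, with adjusted p from 0.108 to 0.843, had these counts of rises and falls: actin 7 and 14 of 35, ribosomal proteins 2 and 7 of 45, p53 targets 4 and 6 of 16, NRF2 targets 3 and 4 of 10, aryl hydrocarbon receptor targets 2 and 0 of 6, ERK targets 1 and 5 of 13, LIF targets 4 and 4 of 9, interferon genes 1 and 3 of 7, germline genes 0 and 2 of 10, neural markers 0 and 3 of 6, trophoblast markers 2 and 1 of 7, fibroblast markers 1 and 2 of 5, and primitive endoderm markers 4 and 2 of 10. Among aryl hydrocarbon receptor targets, Cyp1a1 rose from 4.87 to 15.1 CPM, a log2 fold change of 1.63 (edgeR adjusted p = 2.2e-12). Tiparp, whose exons overlap a gene on the opposite strand, rose with one of 0.47. Aldh3a1 (-0.64) and Nqo1 (-0.12), also in that list, were not called in the main edgeR fit. The ribosomal protein list was called without untreated replicate 1 (adjusted p = 0.0466). Adjusted over the list alone, the rises and falls became 7 and 15 for actin, 1 and 6 for ribosomal proteins, 4 and 7 for p53, 2 and 1 for the aryl hydrocarbon receptor, 0 and 4 for neural, 2 and 2 for fibroblast, 5 and 3 for primitive endoderm, 7 and 3 for mitochondrially encoded and 1 and 19 for ribosome biogenesis genes, and were the same for the other lists fixed beforehand in this and the previous paragraph. Median and mean differed in sign for fibroblast (0.58 and -0.36), trophoblast (-0.06 and 0.04) and LIF targets (-0.05 and 0.06), and camera pointed down for each, while fry pointed up for trophoblast and LIF targets. Of the lists that camera did not call in this paragraph, fry called ERK targets, neural markers and interferon genes lower (adjusted p = 0.0228, 0.0250 and 0.0250). It called aryl hydrocarbon receptor targets higher (adjusted p = 0.0235).

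ATF4 target genes rose while glycolysis and hypoxia genes fell. Called genes were more often higher among long genes, with 63.9% higher at the longest exonic lengths and 36.2% at the shortest, so length was tested. With the trend on length removed, the median log2 fold change, signed by list, of the 59 members called in the direction of their list was 0.95, and with the trend on GC content removed it was 0.93. Over all tested members, those called the other way included, the medians with the length trend removed were 0.69 for ATF4 targets, -0.79 for glycolysis and -0.76 for hypoxia, and with the GC trend removed 0.68, -0.72 and -0.75, which argues against either trend as the whole cause. The number of libraries given doxycycline and IAA with ZBTB21 intact was 0, so an effect of these additions cannot be told apart from loss of ZBTB21.

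Zbtb21 mRNA rose although its protein is the one targeted. The 5 tested genes within 250 kb had a median log2 fold change of -0.32, which argues against a rise shared by the neighbouring genes as a set. That median does not bear on C2cd2, which shares 86 exonic bases with Zbtb21 and itself rose, with a log2 fold change of 0.44. C2cd2 had 20.5 CPM in degron cells, whereas Zbtb21 rose from 59.3 to 131 CPM. These levels argue against reads of C2cd2 as the whole cause, and a smaller share was not tested. The lower of the Zbtb21 values with the length or GC trend removed was 1.09, which argues against those trends. Loss of ZBTB21 and an effect of the additions both stay open, and neither was tested.

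Malat1 and Neat1, nuclear long noncoding RNAs, rose with log2 fold changes of 1.25 and 1.33, and their share of counts went from 0.0452% and 0.0394% in untreated to 0.106% and 0.103% in degron libraries. With the length trend removed the smaller of the 2 values was 1.18, which argues against length. The 11 other nuclear-retained RNAs tested had a median of 0.39, with values from -1.40 to 2.46 (6 rose, 1 fell, camera adjusted p = 0.0103, and adjusted p = 0.339 with an estimated correlation). A higher share of nuclear RNA in the degron libraries therefore cannot be told apart from a change in these genes. More of the other RNAs rose than fell, but their median lay below the values of Malat1 and Neat1.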
